A study of Arabidopsis thaliana with 80 samples. Its data were reported in "Ethanol-Mediated Novel Survival Strategy against Drought Stress in Plants" (2022).

How the data were processed

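Data of 80 Agilent 1-colour arrays of a custom *A. thaliana* design were used, covering 26 groups of roots or shoots from ethanol- or water-treated plants. The authors labelled each RNA sample with Cy3, hybridised it to 1 array, and scanned it. The deposited scanner files, made by Agilent Feature Extraction, give each spot's intensity: the processed signal, corrected for background and detrended by that software with no scaling between arrays, and the raw mean signal and local background. They also give flags for spots that are outliers, saturated or not well above background. A deposited table of the whole series holds log2 values that the authors had normalised with quantile normalisation. Each of its 80 columns correlated best with the scanner values of its own array (Pearson's r at least 0.995 across probes, which are not independent replicates), and all 52586 probe names were matched. It was used as an alternative.

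Each array had 54778 spots, of which 53459 were not controls and carried 52586 probe names. Quantile normalisation is named in the study's methods; the other steps were chosen here. In order, log2 of the processed signal was taken, spots marked as outliers were left out, all arrays were quantile normalised together, and spots of a probe were averaged. Saturated spots (at most 1 per array) were kept. A gene was a probe with an AGI locus code. Codes were carried by 33135 probes for 32788 loci, and for the 117 loci with more than 1 probe the brightest probe was used. Probes of such loci could disagree: among the probes of *RD29B* that were well above background on every array, the log2 difference in roots at 24 h ranged from 0.53 to 1.74. For *NCED3* and *DREB1A* the corresponding ranges were 0.84 to 1.07 and 1.32 to 2.28. Genes had to be well above background on every array of at least 1 group, which left 24955. The reference gene table (TAIR10.1) named 24835 of these; it was used for names only, and no coordinates are given, because the build of the array design was not established. Probes without a locus code were counted apart.

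Replicates were compared before averaging, over 18339 genes well above background on every array. Arrays 1 and 4 of the ethanol-treated 3 DAD groups differed by less than any other replicate pair on different slides (smallest other difference 0.071). Their squared difference was 2.75 (roots) and 3.07 (shoots) times the noise between spots, measured with 97 probes printed as 10 spots. They were averaged as 1 sample, with both arrays as separate samples as an alternative. Water-treated root arrays of 3 h and 24 h lay as close across slides (0.0495 and 0.0496), and were kept apart because their labels give different groups; both groups as 1 control was an alternative. The averaging was decided after the data were examined, as the planned fit had all 80 arrays as samples. Local background was 73 on root ethanol array 1 of 3 DAD and at most 38 on every other array. Genes that mark shoots and roots (5 each) separated all arrays by tissue as the labels give it.

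One mean per group was fitted with limma 3.58.1 in R 4.3.3, on tables read by the R package data.table (version 1.17.8) (lmFit, contrasts.fit and eBayes), over all groups, which then share an estimate of the spread. Adjusted p values are Benjamini-Hochberg over the genes tested in a contrast. Genes with an adjusted p under 0.1 and an absolute log2 change of at least 1 were called. Whether the ethanol effect differed between time points or tissues was tested with limma's moderated F test, with at least 1 of the differences at 2-fold or more. Lists of genes were tested with fry, two-sided, at an adjusted p under 0.05, over 8 tests of 4 fixed lists and over 6 tests of drought-induced genes. The lists were aliphatic glucosinolate (29 genes), jasmonate (24), flavonoid and anthocyanin (22, of which 21 were tested) and ABA and drought marker genes (31). The ABA list holds 4 and the jasmonate list 1 of the study's 12 named genes. Drought-induced genes were those called higher in water-treated plants of the tissue at 5 DAD than at 72 h, or, for the test at 5 DAD, at 3 DAD than at 24 h. Genes named in the text were the study's 12 genes over 12 contrasts, and for each contrast the called gene with the largest increase and with the largest decrease whose replicates did not overlap. Design, lists, rule and alternatives were fixed before the data were examined, except where stated.

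Where a gene was not well above background on any array of 1 group, its change is given as a bound. The bright group's mean was set against the dim group's mean of, per array, the higher of the lowest signal among probes well above background and the dim probe's own signal, on normalised log2 values. No fold is given where this was under 1.

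The arrays lay on 10 slides of 8 and were scanned on 4 days. Each ethanol contrast lay within 1 scan day, except that array 4 of the ethanol-treated 3 DAD groups, averaged with array 1, was scanned on a later day than the other 3 DAD arrays. Slide was fitted as a fixed block for 14 contrasts, which the other groups on the slides connect, and as a random block for 4 drought contrasts (correlation of arrays on a slide 0.023). An averaged pair of arrays was given the slide of its array 1. Other alternatives were scaling by the 75th percentile, normexp background with offset 50, the authors' deposited values, no filter or a stricter one on dim probes, roots and shoots apart, only the arrays compared, a replicate block, the mean of all probes of a gene, an adjusted p under 0.05, array weights, the methods' one-way test over all groups, counts over all probes, camera, a 4-fold drought list, and leaving out arrays. Alternatives chosen after the data were seen are named in the closing section. Median changes of all genes stayed between -0.05 and 0.04 (log2) under every scaling.

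The fits and tests were tried on simulated normalised values with 24955 genes and the contrast of shoots at 1 DAD. Noise was drawn independently for each gene, with 1 spread per gene for all arrays. Normalisation, filters and unequal array quality were not simulated. Of 200 genes changed, 89.5% were called, all 179 with the right sign, along with 9 unchanged genes. The F test called 83.5% and 8 unchanged genes. A list of 30 genes shifted by 0.7 gave a median of 0.69, and 3.5% of unchanged lists had p under 0.05 (fry). This share does not cover lists whose genes vary together. With a fixed slide block, 76% were called and 5 unchanged genes. A correlation within slides of 0.2 was recovered as 0.126, so that the random block understates it in this layout. Other splits of the samples were fitted with 10 splits for 3 against 3 samples, and 100 draws otherwise. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The 0 h groups entered the normalisation and the shared spread, but no comparison.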

Results

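Transcript levels were measured with 80 microarrays in roots and shoots of *A. thaliana* Col-0 plants, harvested separately. Plants had received 10 mM ethanol or water through the roots, and water was later withheld. Each tissue had ethanol- and water-treated groups 3, 24 and 72 h past the treatment and at 1, 3 and 5 d after drought began (DAD). A 0 h group per tissue, which carries the ethanol label, entered no comparison, so that 26 groups were measured in all. Each group had 3 arrays, except for the ethanol-treated 3 DAD groups, which had 4 per tissue. Arrays 1 and 4 of these groups lay closer together than other replicates (median absolute log2 difference 0.054 in roots and 0.055 in shoots, against at least 0.094 and 0.096 for the other pairs of the group). They differed by more than the noise between spots of 1 array, and were counted as 1 sample, so that every comparison had 3 samples per group. The 75th percentile of the processed signal lay between 459.7 and 1272 on root arrays and between 347.5 and 761.3 on shoot arrays. Between 53.9% and 66.2% of spots were well above background on root arrays, and between 50% and 63.6% on shoot arrays. The number of arrays limits the precision of all values given here.

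The first comparisons asked which genes responded to ethanol before drought. Among 24955 genes tested, those with a limma adjusted p under 0.1 and a change of at least 2-fold were called. In roots, 89 genes were called at 3 h, 34 of them higher and 55 lower in ethanol-treated plants. At 24 h, 536 genes were called (300 higher, 236 lower), and at 72 h, 55 (25 higher, 30 lower). The replicates of the compared groups did not overlap for 75, 506 and 48 of these genes. Chance gives 10% for genes that are not selected, and these had been selected for a difference, so that a higher share follows from the selection. For 42, 145 and 29 of them, 1 of the 2 groups was not well above background on any array, so that their change is only a bound. Slide as a block left 20 called genes at 3 h (14 higher, 6 lower) and 17 at 72 h, but 504 at 24 h. Normexp background left 20 at 3 h (16 higher, 4 lower), 242 at 24 h and 19 at 72 h (12 higher, 7 lower), so that whether more genes were higher or lower at 3 h and 72 h depended on the processing. At 3 h and 72 h the ethanol- and water-treated root arrays lay on separate slides. The 3 h count fell to 45 without water replicate 1 and to 51 without water replicate 2. The 72 h count was 110 without water replicate 1 and 22 without water replicate 2.

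In shoots, 153 genes were called at 3 h, 56 higher and 97 lower. With the tissues normalised and fitted apart, only 31 were called, 6 higher and 25 lower. At 24 h, 502 genes were called (371 higher, 131 lower). Ethanol- and water-treated shoot arrays of this time point lay on separate slides, and 20 genes were called with slide as a block. At 72 h, 250 genes were called (95 higher, 155 lower), and after scaling by the 75th percentile 68 were higher and 180 lower. Replicates did not overlap for 107, 393 and 203 of the called genes (10% by chance without selection), and 1 group was not well above background on any array for 99, 220 and 123. The 3 h count was 71 without water replicate 1, 65 without ethanol replicate 1 and 95 without ethanol replicate 2. The 24 h count was 246 without water replicate 3 and 233 without ethanol replicate 1. The 72 h count was 137 without water replicate 2 and 128 without ethanol replicate 1.

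The same contrasts during drought asked how the pretreatment changed expression once water was withheld. In roots, 466 genes were called at 1 DAD (298 higher, 168 lower), 383 at 3 DAD (128 higher, 255 lower) and 423 at 5 DAD (212 higher, 211 lower). Scaling by the 75th percentile turned the majority at 3 DAD and raised the share of higher genes at 1 and 5 DAD. It gave 464 higher and 100 lower genes at 1 DAD, 236 higher and 194 lower at 3 DAD, and 399 higher and 137 lower at 5 DAD. With the tissues apart, the 5 DAD split was 131 higher and 352 lower. Replicates did not overlap for 441, 358 and 268 of the called genes (10% by chance without selection), and 288, 48 and 170 had 1 group that was not well above background on any array. The 1 DAD count was 260 without water replicate 1 and 287 without ethanol replicate 3. The 3 DAD count was 242 without water replicate 3 and 220 without ethanol replicate 1. At 5 DAD, 185 genes were called without ethanol replicate 3, 798 without ethanol replicate 1 and 665 without ethanol replicate 2. At 3 DAD the ethanol- and water-treated root arrays lay on separate slides. Slide as a block gave 353 genes at 1 DAD (169 higher, 184 lower), 378 at 3 DAD (125 higher, 253 lower) and 797 at 5 DAD (495 higher, 302 lower). At 1 and 5 DAD, ethanol replicate 1 alone links its slide to that of the other arrays, so that the block in effect leaves it out. Whether more genes were higher or lower at 1 DAD thus depended on ethanol replicate 1, whether blocked or left out. It also depended on normexp background (43 higher, 60 lower) and on the stricter filter on dim probes.

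**Figure D1:**
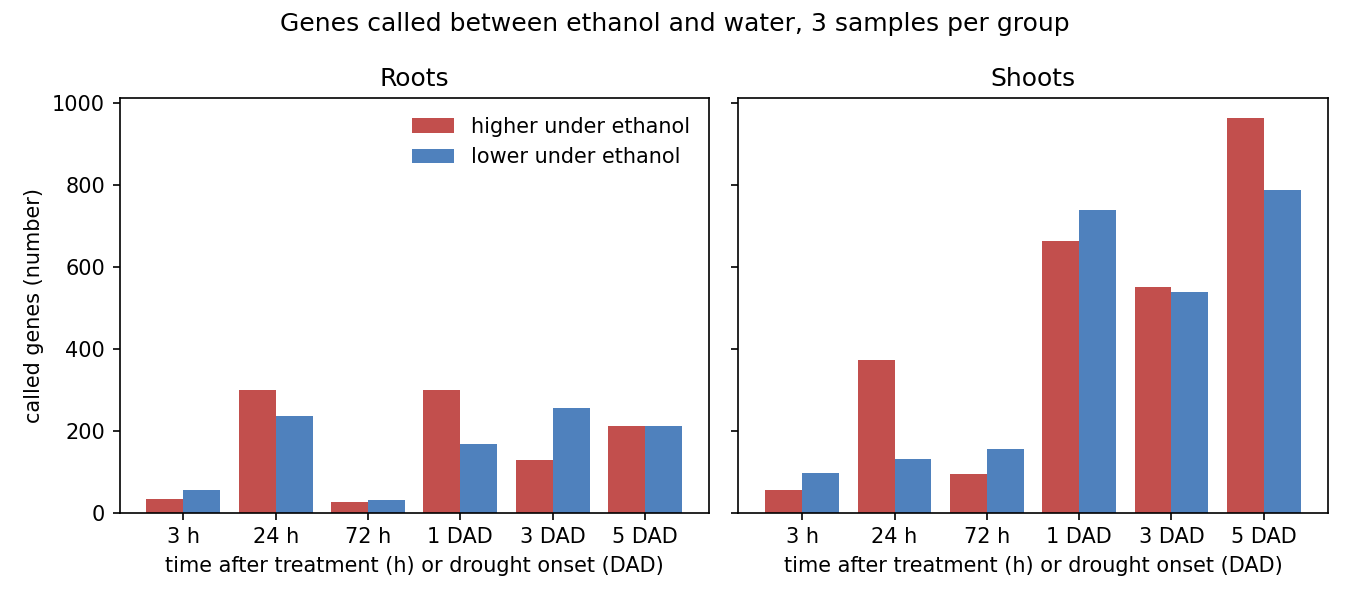
Number of genes called higher (red) or lower (blue) in ethanol-treated than in water-treated plants at each time point, with 3 samples per group, in roots (left) and shoots (right). Shoots at 1, 3 and 5 DAD had 1401, 1088 and 1749 called genes, and roots 466, 383 and 423; the split into higher and lower genes depended on the scaling or background correction for roots at 3 h, 72 h, 1, 3 and 5 DAD and for shoots at 3 h, 24 h, 72 h and 1 DAD, and on slide as a block for roots at 3 h, 1 DAD and 5 DAD and for shoots at 24 h and 3 DAD.

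In shoots, 1401 genes were called at 1 DAD (663 higher, 738 lower), 1088 at 3 DAD (549 higher, 539 lower) and 1749 at 5 DAD (963 higher, 786 lower). After scaling by the 75th percentile, the 1 DAD split was 813 higher and 538 lower. Replicates did not overlap for 1097, 908 and 1252 of these genes (10% by chance without selection), and 285, 143 and 385 had 1 group that was not well above background on any array. Ethanol- and water-treated shoot arrays lay on separate slides at 1 and 5 DAD. With slide as a block, 719 genes were called at 1 DAD, 1061 at 3 DAD (484 higher, 577 lower) and 1494 at 5 DAD.

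Genes called in the same direction at 1, 3 and 5 DAD numbered 10 in roots (3 higher, 7 lower; 0.028 expected by chance) and 398 in shoots (191 higher, 207 lower; 1.06 expected by chance). The root split was 3 higher and 4 lower after scaling by the 75th percentile. Slide as a block left 5 shared genes in roots and 195 in shoots. Without replicate 2 of every group, 0 genes were shared in roots and 257 in shoots. Without replicate 1, 6 were shared in roots.

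Whether the ethanol effect changed after 72 h was tested with an F test over the differences between the ethanol effect at 1, 3 or 5 DAD and that at 72 h. It called 834 genes in roots and 2296 in shoots. Drought and time since the ethanol treatment cannot be told apart by it, because no ethanol-treated group was kept watered. A further F test over 6 time points called 2200 genes whose ethanol effect differed between shoots and roots. Without replicate 2 of every group, these counts were 107, 878 and 746. Without replicate 3, the root count was 542. Blocked by slide they were 930, 1874 and 1740.

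The response to drought was taken from water-treated plants, against 72 h, when water was first withheld. No group was kept watered at 1, 3 or 5 DAD, so that drought and plant age cannot be told apart in these contrasts. In roots, 654 genes were called at 1 DAD (256 higher, 398 lower), 1773 at 3 DAD (862 higher, 911 lower) and 2843 at 5 DAD (1316 higher, 1527 lower). The corresponding numbers in shoots were 1053 (441 higher, 612 lower), 2240 (1118 higher, 1122 lower) and 3558 (2020 higher, 1538 lower). Replicates did not overlap for 604, 1677 and 2677 of the root genes and for 859, 1894 and 3044 of the shoot genes (10% by chance without selection). At 3 DAD, scaling by the 75th percentile gave 1281 higher and 744 lower genes in roots, and 1250 higher and 788 lower in shoots. For roots at 5 DAD the same scaling gave 1491 higher and 1472 lower genes. Normexp background gave 463 higher and 328 lower genes for shoots at 3 DAD. Whether more genes were higher or lower thus depended on the processing in these contrasts. The groups of each drought contrast shared no slide. Slide as a block left 256 genes in roots (103 higher, 153 lower) and 271 in shoots (147 higher, 124 lower) at 1 DAD, so that whether more shoot genes were higher or lower depended on it. At 3 and 5 DAD the groups had also been scanned on other days than the 72 h groups, so that scan day and drought cannot be told apart there. With slide as a random block, the counts at 3 and 5 DAD were 1747 and 2827 in roots and 2213 and 3518 in shoots.

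In all, 4 lists of genes were fixed before the data were examined, and each was tested with limma's fry on the mean ethanol effect at 1, 3 and 5 DAD. The study had already reported genes of these 4 themes as raised under ethanol in these samples, so that the tests are not independent of its results. In shoots, 29 aliphatic glucosinolate genes had a median log2 change of 0.66, with 27 of 29 higher in ethanol-treated plants (adjusted p 3.37e-10). All 21 flavonoid and anthocyanin genes tested were higher (median 0.76, adjusted p 9.75e-08), as were 29 of 31 ABA and drought marker genes (median 0.71, adjusted p 9.64e-11). The 24 jasmonate genes did not pass the threshold, with a median of 0.15 and 15 genes higher (adjusted p 0.085). Array weights took it past the threshold, with a median of 0.20 and an adjusted p of 0.00896, while slide as a block gave a median of 0.27 and an adjusted p of 0.205; all alternatives together ranged from 0.00896 to 0.318. As single genes, 4 glucosinolate, 4 jasmonate, 5 flavonoid and 11 ABA genes were called on this mean in shoots, and the same numbers when adjusted over the list alone. In roots, only the ABA and drought marker genes passed, with a median of 0.46 and 28 of 31 higher (adjusted p 0.00112). They no longer passed with slide as a block (median 0.39, adjusted p 0.158) or without replicate 1 (median 0.20, adjusted p 0.136), and the adjusted p ranged from 2.67e-08 to 0.158 over all alternatives. The root medians were 0.10 for glucosinolate genes (21 of 29 higher, adjusted p 0.294), 0.20 for jasmonate genes (19 of 24 higher, adjusted p 0.139) and 0.18 for flavonoid genes (19 of 21 higher, adjusted p 0.0694). No root gene of the 4 lists was called, whether over all genes or adjusted over the list alone.

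**Figure D2:**
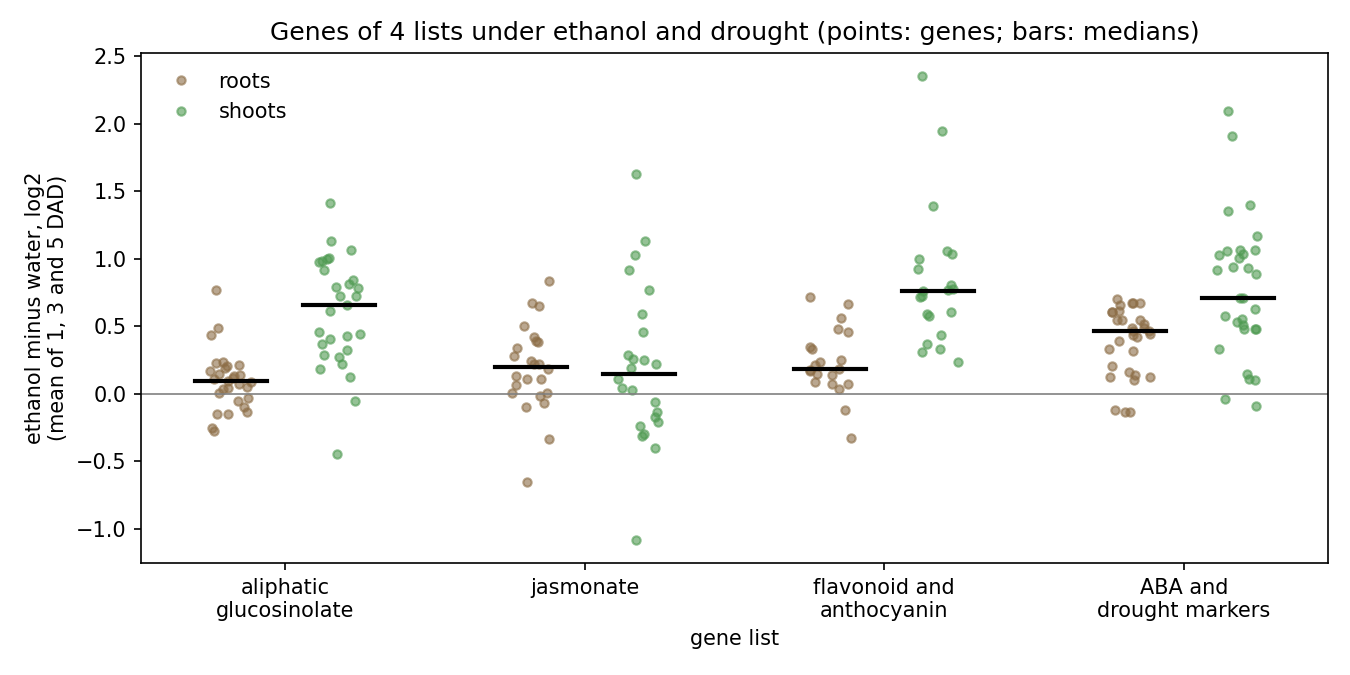
Log2 difference between ethanol- and water-treated plants, as the mean of 1, 3 and 5 DAD, for the genes of 4 lists fixed before the data were examined (points, genes; black bars, medians; brown, roots; green, shoots). Shoot medians were 0.66, 0.15, 0.76 and 0.71 from left to right, and root medians 0.10, 0.20, 0.18 and 0.46.

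Genes called higher in water-treated plants during drought were also tested as lists, to ask whether ethanol-treated plants expressed them at other levels. They are named drought-induced here, although some may have changed with plant age. Each list came from water-treated arrays outside the contrast it was tested on. In roots, 1316 such genes were shifted upward at 1 DAD (median log2 change 0.14, 861 higher, adjusted p 0.0122) and at 3 DAD (median 0.25, 941 higher, adjusted p 1.52e-05). The shift at 1 DAD failed the threshold without water replicate 1 (median 0.11, adjusted p 0.133) and without ethanol replicate 2 (0.12, adjusted p 0.0876), and the adjusted p ranged from 2.88e-07 to 0.133. That at 3 DAD failed with slide as a block (median 0.23, adjusted p 0.0683), within a range from 1.86e-11 to 0.0859. At 5 DAD, 1533 genes had a median of -0.13 that did not pass the threshold (adjusted p 0.219, 954 lower), and whose direction turned after scaling by the 75th percentile (median 0.0076). Without ethanol replicate 2 the median was -0.25 and passed (adjusted p 0.0479, within a range from 0.00107 to 0.975). In shoots, no shift passed the threshold, with medians of 0.12 at 1 DAD (2020 genes, adjusted p 0.696), 0.07 at 3 DAD (2020 genes, adjusted p 0.872; the mean was 0.004, and fry's own direction was downward) and 0.42 at 5 DAD (1541 genes, adjusted p 0.219). The median at 1 DAD was -0.01 without ethanol replicate 3. The median at 3 DAD was -0.05 with slide as a block and below 0 without water replicate 2, water replicate 3 or ethanol replicate 1 (-0.0034, -0.04 and -0.05). With slide as a block, the shift at 5 DAD passed (median 0.75, adjusted p 0.0146, within a range from 0.0146 to 0.738). The ethanol- and water-treated shoot arrays lay on separate slides there, which the block links only through ethanol-treated roots at 5 DAD. Replicate 3 of those roots had raised shoot genes, as described among the other observations. The blocked median thus rests on root arrays too, and cannot be read as the shoot shift corrected for slide.

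Among the 12 genes that the study names for ethanol metabolism and drought, 23 of 144 combinations of gene and contrast were called, all of them higher in ethanol-treated plants, and the same 23 when adjusted over the list alone. The study chose these genes partly on these samples, so that the latter count is not independent evidence. *ADH1* (AT1G77120) rose in roots at 3 h from a normalised log2 signal of 12.97 ± 0.15 to 14.41 ± 0.46 (SD, n = 3 per group), a difference of 1.44 ± 0.21 (SE, limma adjusted p 4.62e-05). The call was lost with slide as a block (1.07). At 24 h the difference was 1.14 ± 0.21 (adjusted p 3.99e-05), and 0.94, under the 2-fold limit, without ethanol replicate 2. *ALDH2B4* (AT3G48000), *ALDH2B7* (AT1G23800), *ALDH2C4* (AT3G24503) and *PMDH2* (AT5G09660) were called in no contrast.

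*NCED3* (AT3G14440) rose in roots at 24 h (log2 difference 1.07 ± 0.23, SE) and 3 DAD (1.12), and in shoots at 1 DAD (1.02) and 3 DAD (1.13), each close to the 2-fold limit. The root call at 24 h was lost without ethanol replicate 3 (0.84), and that at 3 DAD without water replicate 3 (0.94), without ethanol replicate 1 (0.92) or with slide as a block (1.00, adjusted p over the threshold). The shoot call at 1 DAD was lost without water replicate 2 (0.87), ethanol replicate 1 (0.98) or ethanol replicate 3 (0.95) and with slide as a block (0.82). The one at 3 DAD was lost without ethanol replicate 2 (0.96). *DREB1A* (AT4G25480) rose in roots at 24 h (1.85 ± 0.56), 1 DAD (1.84) and 3 DAD (1.5), and in shoots at 1 DAD (2.23), 3 DAD (2.28) and 5 DAD (2.67 ± 0.56, adjusted p 0.000211). The 3 shoot calls and the root call at 24 h were kept without any 1 array. The root call at 1 DAD was lost without water replicate 1 (1.5), water replicate 2 (1.86) or ethanol replicate 3 (1.40). The root call at 3 DAD was lost in 5 of 6 omissions, with a value of 0.73 without ethanol replicate 1 and of 1.46 to 1.56 in the others, and with slide as a block (0.87).

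*MYC2* (AT1G32640) was higher in shoots at 1 DAD (1.37 ± 0.20, SE), 3 DAD (1.64) and 5 DAD, when it rose from 11.49 ± 0.19 to 13.36 ± 0.26 (SD, n = 3 per group), a difference of 1.87 ± 0.20 (SE, limma adjusted p 1.13e-10). These calls were kept without any 1 array and with slide as a block. *GOLS3* (AT1G09350) rose in roots at 24 h (1.57 ± 0.35) and in shoots at 72 h (1.64), 1 DAD (1.97) and 5 DAD (1.51). The call at 5 DAD was lost without ethanol replicate 3 (0.99) and with slide as a block (1.47). *P5CS1* (AT2G39800) rose in shoots at 3 DAD (1.11 ± 0.21) and 5 DAD (1.10). Its call at 3 DAD was lost without water replicate 3 (0.96), without ethanol replicate 1 (0.93) and with slide as a block (0.96), and that at 5 DAD without water replicate 1 (0.78) or ethanol replicate 2 (0.98). *AREB1* (AT1G45249) rose in shoots at 5 DAD (1.07 ± 0.11, adjusted p 6.88e-11), and by 0.94 without water replicate 1. *RD29B* (AT5G52300) rose in roots at 24 h (1.70 ± 0.38), and by 0.53, which was not called, as the mean of all its probes.

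**Figure D3:**
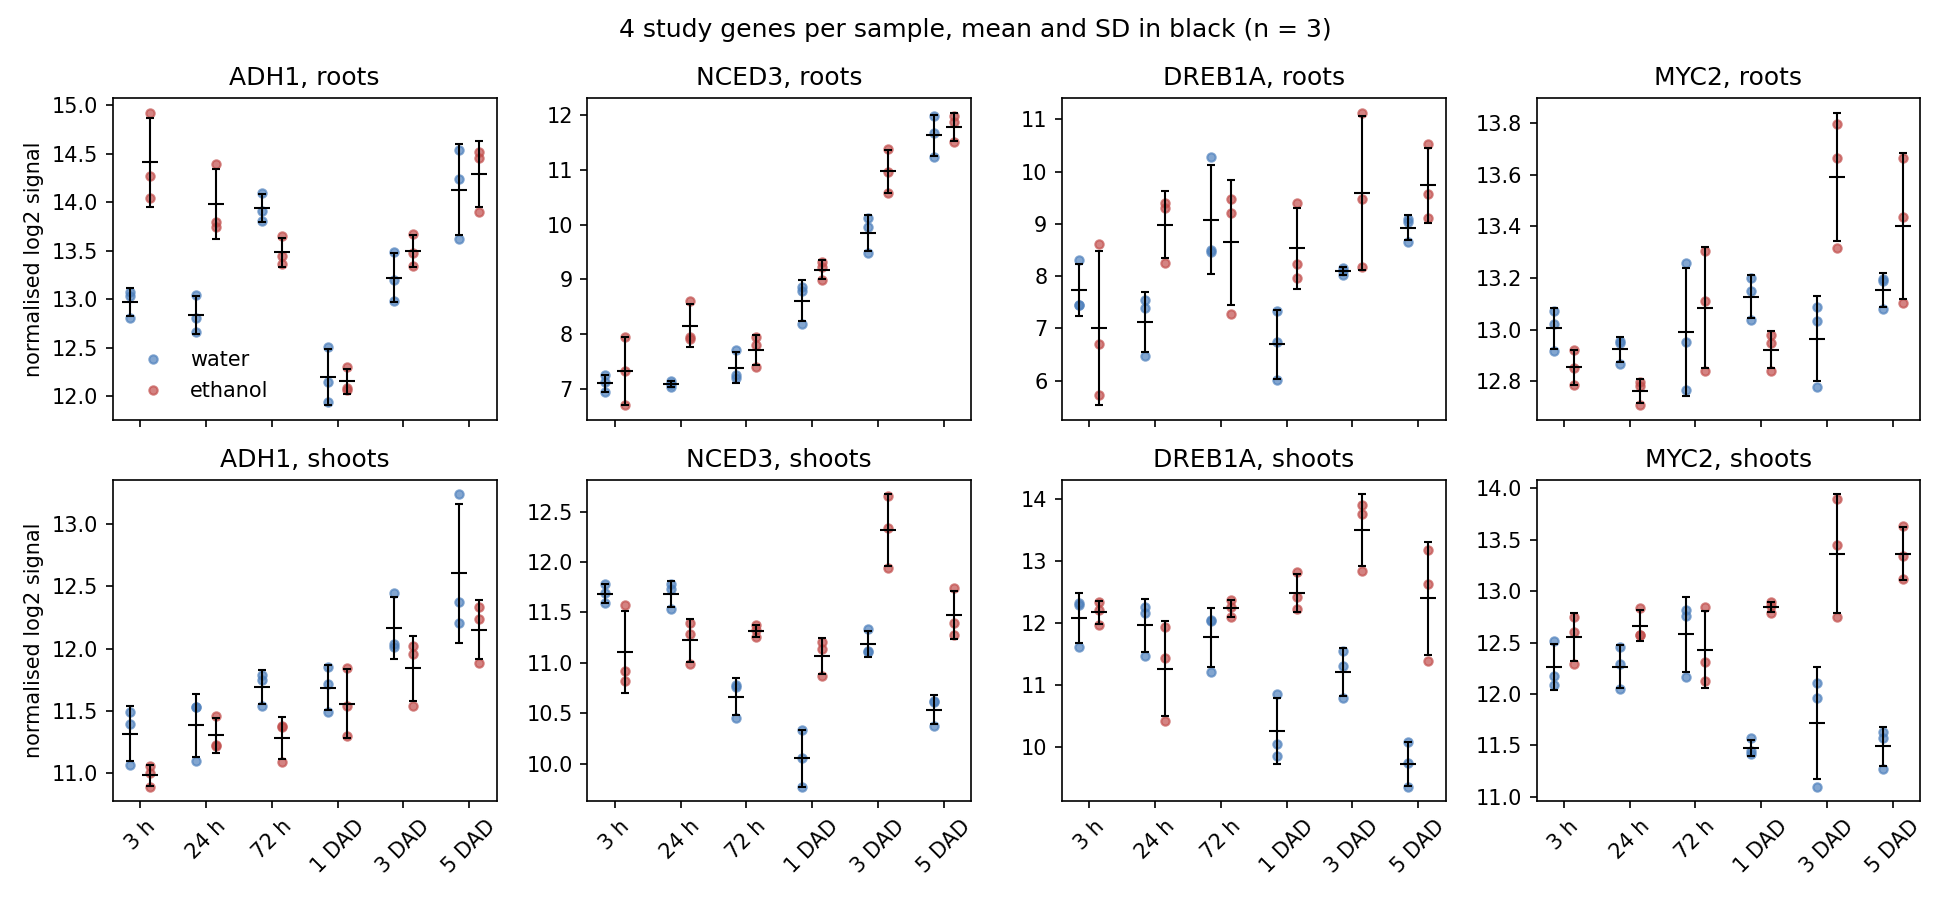
Normalised log2 signal of *ADH1*, *NCED3*, *DREB1A* and *MYC2* in each sample (points; blue, water; red, ethanol) at 6 time points, with mean and SD in black (n = 3), in roots (top) and shoots (bottom). In shoots, *MYC2* and *DREB1A* were called higher in ethanol-treated plants at 1, 3 and 5 DAD.

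For each contrast, the called genes with the largest fitted increase and decrease among those whose replicates did not overlap were also identified. Where 1 group was not well above background on any array, this rank rests on the fitted values of dim probes. In roots at 3 h these were *AT1G18120*, which was at least 3.39-fold higher and measured on 2 of 3 ethanol arrays (fitted log2 difference 1.84 without ethanol replicate 2), and *CBF1* (AT4G25490), which fell by 1.93 ± 0.64 (log2, SE) and was lost without 5 of the 6 arrays (-1.13 without ethanol replicate 2) and with slide as a block (-1.66), as was *AT1G18120* (3.21). At 24 h, *AT3G12900* rose by 3.45 ± 0.78 and *AT1G15125* fell by 2.75 ± 0.54. At 72 h, *FRO5* (AT5G23990) rose by 2.71 ± 0.61, a call that was lost without ethanol replicate 1 (2.30) and with slide as a block (2.64). *AT3G28005* fell at 72 h, but was measured on 1 of 6 arrays and allows no fold, and its call was lost without water replicate 2 (-1.71), without ethanol replicate 1 (-2.30) and with slide as a block (-2.08). At 1 DAD, *AT5G31770* rose by 5.45 ± 1.35 and *NAS3* (AT1G09240) fell by 2.70 ± 0.50. At 3 DAD, *AT1G19210* rose by 2.82 ± 0.93 and *CLE4* (AT2G31081) fell by 2.91 ± 0.48. The call of *AT1G19210* was lost without water replicate 1 (2.14), without ethanol replicate 1 (1.73) and with slide as a block (1.22). At 5 DAD, *AT3G48650* rose by 5.87 ± 1.03, but by 2.44 without ethanol replicate 3, and *AT2G29250* fell by 3.68 ± 0.41.

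In shoots at 3 h, *AT3G50301* was higher and measured on 2 of 3 ethanol arrays and on no water array, which allows no fold, and *AT4G11642* was at least 1.55-fold lower. At 24 h, *AT1G33760* rose by 4.44 ± 1.03 (log2, SE) and *FLP1* (AT4G31380) fell by 2.68 ± 0.74. The former was lost with slide as a block (2.87), and the latter too (-2.38), as well as without water replicate 3 (-2.47) or ethanol replicate 1 (-2.12). At 72 h, *AT3G12900* was at least 1.36-fold higher, a call that was lost without water replicate 1 (2.51), water replicate 2 (2.51) or ethanol replicate 2 (2.43). *RAP2.6* (AT1G43160) fell by 4.30 ± 1.22, and was lost without ethanol replicate 1 (-3.65). At 1 DAD, *BBX30* (AT4G15248) was at least 18.8-fold higher and *AT4G15680* fell by 4.20 ± 0.55. At 3 DAD, *AT2G15020* was at least 9.12-fold higher and *AT4G15680* at least 12.4-fold lower. At 5 DAD, *RRTF1* (AT4G34410) rose by 5.19 ± 0.87. *AT3G23550* was at least 26.4-fold lower at 5 DAD, with water-treated replicates that spread widely (SD 4.0) and a fitted log2 difference of -3.35 without water replicate 1.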

Values the study reported

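In roots, the study reported 31, 150 and 26 genes with higher expression in plants given ethanol 3, 24 and 72 h earlier, and 86, 82 and 106 at 1, 3 and 5 DAD. In shoots it reported 34, 95 and 30 such genes at the first 3 time points and 312, 350 and 755 during drought. Its thresholds were a false discovery rate under 0.1 and a change of at least 2-fold.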

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

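The F tests and their fits with slide as a block or a stricter filter were planned, but the use of these fits as tests of an explanation was chosen only after the results had been seen, as were the tests of differences for lists and single genes, of traces of the other tissue and of negative controls.

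The ethanol effect during drought (mean of 1, 3 and 5 DAD) differed between shoots and roots for 3 of the 4 lists, by a test of the difference itself. The median difference, shoots minus roots, was 0.50 (0.495) for aliphatic glucosinolate genes (28 of 29 higher in shoots, adjusted p 3.04e-05), 0.43 (0.4303) for flavonoid and anthocyanin genes (21 of 21, adjusted p 0.00472) and 0.34 (0.3397) for ABA and drought marker genes (26 of 31, adjusted p 0.0024). For jasmonate genes it was -0.01 (12 of 24 higher, adjusted p 0.777). The fit with slide as a block gave 0.55, 0.58 and 0.39, each still past the threshold (adjusted p 0.000214, 0.013 and 0.00436). It cannot exclude slide, because ethanol- and water-treated arrays lay on separate slides for roots at 3 DAD and shoots at 1 and 5 DAD. There the block links the slides only through arrays of the other tissue. Scaling by the 75th percentile gave 0.47, 0.44 and 0.28, also past it (adjusted p 6.71e-05, 0.0168 and 0.00305), which argues against the scaling between arrays. A harvest of ethanol- and water-treated plants at different times of day, described among the other observations, stays open. So do slide and a difference between the tissues in their response to ethanol.

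Among the study's 12 genes, 5 had an ethanol effect during drought that differed between the tissues at an adjusted p under 0.05 over the list alone, without a limit on the size of the difference. Shoots minus roots, the log2 difference was 1.41 (1.4054) for *MYC2* (1.63 in shoots, 0.22 in roots; adjusted p 6.04e-11), 0.46 (0.4648) for *AREB1* (0.93 and 0.46; 1.81e-05), 0.69 (0.6915) for *P5CS1* (1.00 and 0.31; 0.000628), 1.38 (1.3785) for *GOLS3* (1.48 and 0.10; 4.47e-05) and -0.43 (-0.4308) for *ADH1* (-0.30 and 0.13; 0.038). When slide was a block, these differences were 1.58, 0.57, 0.84, 1.69 and -0.55, and after scaling by the 75th percentile 1.45, 0.49, 0.70, 1.37 and -0.45, all past the threshold. *DREB1A* (1.01, adjusted p 0.0539) and *NCED3* (0.41, 0.0539) fell just short of it, as they did after scaling by the 75th percentile (both 0.0519). With slide as a block *DREB1A* passed (1.55, 0.02) and *NCED3* did not (0.49, 0.0698), so that the number of genes rests on the threshold and the fit. Scaling can therefore not be the whole cause for the 5 genes. Slide cannot be excluded, because the block links the separate slides only through the other tissue, as for the lists. Time of harvest and a true difference between tissues stay open.

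The F tests flag genes whose ethanol effect differed between time points or tissues: 834 in roots and 2296 in shoots between drought and 72 h, and 2200 between shoots and roots. In 100 draws of the ethanol and water labels within each tissue and time point, the real one included, 1, 2 and 1 gave as many genes. This excludes chance without any ethanol effect. The draws do not keep an equal ethanol effect, so that they cannot show by themselves that the effect differed. Among probes well above background on most arrays, 509, 1630 and 1582 genes were called, which argues against dim probes as the whole cause. With slide as a block, 930, 1874 and 1740 genes were called. This does not exclude slide, for the reason given for the lists. Abundant genes of the other tissue allowed a share of at most 2.19% (median gene) on any array compared. At that share, traces change a gene that is 8-fold brighter in the other tissue by at most 0.47 (log2) in these differences, under the 2-fold limit. This argues against traces for the 362, 1406 and 670 called genes whose highest group mean in the other tissue was less than 8-fold over their lowest mean. For the other 472, 890 and 1530 genes, traces cannot be told apart from a change within the tissue, because the test does not part genes that such a share moves from those that it does not. These counts rest partly on replicate 2, without which they were 107, 878 and 746. Drought stage, time since the ethanol treatment, slide, tissue and time of harvest stay open.

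Probes without a locus code entered no comparison of genes, and a median of 35.5% (35.48%) of the 19206 such probes were well above background on an array, against 67.9% of probes with a code. The negative-control spots were above it at a median of 0.32%, which argues against unspecific hybridisation of the kind they detect. Between 33 and 852 of these probes were called in the 12 ethanol contrasts. What these probes target was not analysed here, and no biological explanation was tested.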

How the results depend on the processing

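All alternatives were fixed before the data were examined, except that 5 were chosen after seeing the data: slide as a random block, arrays 1 and 4 of 3 DAD as separate samples, arrays 1 and 2 of water-treated shoots at 72 h as 1 sample, 1 control from the water-treated arrays of 3 h and 24 h, and same-numbered arrays of 3 h and 24 h as pairs, which is described among the other observations. Of 37 results (18 counts of contrasts, 3 of F tests, 2 of shared calls and 14 lists), all kept their direction and stayed on their side of the threshold, with counts within 1.5 times, under the authors' deposited values and the mean of all probes of a gene. The same held for the 33 results computed with slide as a random block. Where another value is given below, the cause was not tested unless stated.

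Replicate numbers did not pair the samples: same-numbered ethanol and water arrays deviated together with r between -0.207 and 0.446, over 0.1 in 10 of 36 pairs and in every pair of 1 contrast only (shoots, 3 DAD). The replicate block left all 37 results as they were.

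Scaling by the 75th percentile gave 84 genes for roots at 72 h, took the flavonoid list in roots past the threshold (0.24, adjusted p 0.0351, within 0.00254 to 0.325 over its alternatives) and reversed the drought-induced list in roots at 5 DAD (0.0076). Normexp background lowered the calls throughout. For roots it gave 20, 242, 19, 103, 183 and 145 genes in time order, for shoots 19, 169, 72, 537, 551 and 761, and for drought 325, 800 and 1553 in roots and 335, 791 and 1534 in shoots. The F tests called 483, 1275 and 1174 genes, 2 calls were shared in roots and 225 in shoots, and the drought-induced list in roots at 5 DAD passed (-0.14, adjusted p 0.0249). Its offset pulls dim probes together, which lowers their fold changes by construction. Higher and lower calls under normexp were 16 and 4 for roots at 3 h, 12 and 7 at 72 h, 43 and 60 at 1 DAD, 1 and 18 for shoots at 3 h, 149 and 20 at 24 h, 15 and 57 at 72 h, 1026 and 508 for drought in shoots at 5 DAD, and 1 and 1 for shared calls in roots.

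Without the filter on dim probes, 180 genes were called for roots at 3 h, 101 at 72 h and 266 for shoots at 3 h. The stricter filter, which tests fewer genes, left 40, 19, 142 and 172 for roots at 3 h, 72 h, 1 DAD and 5 DAD, 33, 239, 88, 827 and 992 for shoots at 3 h, 24 h, 72 h, 1 DAD and 5 DAD, and 474, 1076 and 1578 for drought in shoots. It also left 509 genes in the F test of roots and 6 shared calls in roots. Many calls thus rest on a group that was not well above background, where signal over background limits what can be measured. Counting all probes, which adds probes without a code, gave 851, 85 and 889 for roots at 24 h, 72 h and 1 DAD, 302, 2300 and 1671 for shoots at 3 h, 1 DAD and 3 DAD, and 2709 and 3466 for drought at 3 DAD in roots and shoots.

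With roots and shoots apart, 31, 204 and 91 genes were called for shoots at 3, 24 and 72 h, and 18 were shared in roots. Only the arrays compared, which leaves 4 residual degrees of freedom, gave 0 for roots at 72 h (limma; 2532 genes at an unadjusted p under 0.05), 2 at 5 DAD, and 10, 62, 134, 874, 672 and 593 for shoots. The F test of shoots then called 1250, shared calls were 0 and 145, and the drought-induced lists of roots at 1 and 3 DAD failed (0.15 and 0.26, both adjusted p 0.0859, within 2.88e-07 to 0.133 and 1.86e-11 to 0.0859).

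Slide as a block gave 20, 17 and 797 genes for roots at 3 h, 72 h and 5 DAD, 20 and 719 for shoots at 24 h and 1 DAD, and 256 and 271 for drought at 1 DAD in roots and shoots. Shared calls were 5 and 195. The ABA list in roots failed (0.39, adjusted p 0.158, the highest of its range from 2.67e-08), as did the drought-induced list in roots at 3 DAD (0.23, 0.0683). That list reversed in shoots at 3 DAD (-0.05) and passed at 5 DAD (0.75, 0.0146, the lowest of its range up to 0.738). Where groups lie on separate slides, the block compares them only through other groups on those slides. A lost call there therefore does not show a slide effect, and a kept call does not exclude one. Such contrasts did not all lose calls alike. Roots at 3 DAD gave 378 genes and shoots at 5 DAD 1494, against 383 and 1749 without the block. In the simulation the block also called fewer of the genes changed. Where a contrast has 1 array on another slide than its other arrays, the block in effect leaves that array out. In roots at 5 DAD this is ethanol replicate 1, without which 798 genes were called.

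An adjusted p under 0.05 left 54 genes for roots at 3 h and 79, 322 and 143 for shoots at 3, 24 and 72 h. Array weights gave 381, 251, 712, 652 and 685 for roots at 3 h, 72 h, 1 DAD, 3 DAD and 5 DAD, 963, 1024 and 944 for shoots at 3, 24 and 72 h, and 1050 for drought in roots at 1 DAD. The F tests then called 1823, 3748 and 4643, 20 calls were shared in roots, and the jasmonate list in shoots passed (0.20, adjusted p 0.00896, the lowest of its range up to 0.318). The methods' one-way test was past its threshold for 24870 of 24955 genes, as tissues differ, so that its counts rest on the 2-fold limit: 266, 285, 780, 626 and 950 for roots at 3 h, 72 h, 1 DAD, 3 DAD and 5 DAD, and 607, 915 and 642 for shoots at 3, 24 and 72 h.

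Camera, with a preset correlation of 0.01, also took past the threshold the glucosinolate (0.10, adjusted p 0.0464), jasmonate (0.20, 0.0176) and flavonoid (0.18, 0.00254) lists in roots and the drought-induced list in roots at 5 DAD (-0.13, 0.00107), each the lowest p of its alternatives, with highest values of 0.957, 0.46, 0.325 and 0.975. With all other settings as in the report, none of these 4 passed under fry, while the 6 lists called by fry held under camera. Under fry, the flavonoid list and the list at 5 DAD passed in other alternatives given in this part. With a 4-fold drought list, roots at 1 DAD failed (0.23, adjusted p 0.0603, within 2.88e-07 to 0.133). Arrays 1 and 4 as separate samples took the flavonoid list in roots past the threshold (0.20, 0.0422). With arrays 1 and 2 as 1 sample, 119 genes were called for shoots at 72 h. The control from both water groups gave 154 genes for roots and 272 for shoots at 3 h, with more control samples.

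Leaving out 1 array of a contrast in turn gave ranges of 45 to 119, 441 to 575, 22 to 110, 260 to 400, 220 to 510 and 185 to 798 genes for roots in time order. For shoots they were 65 to 218, 233 to 654, 128 to 292, 981 to 1966, 1040 to 1245 and 1424 to 2198. Drought counts ranged from 507 to 657, 1538 to 1768 and 2803 to 2864 in roots, and from 841 to 1208, 1860 to 2617 and 3205 to 3719 in shoots. Without 1 replicate of every group, the F tests ranged from 107 to 923, 878 to 2965 and 746 to 2339, and shared calls from 0 to 8 in roots and 257 to 372 in shoots. List medians ranged from 0.02 to 0.13 (glucosinolate), 0.20 to 0.22 (jasmonate), 0.11 to 0.33 (flavonoid) and 0.20 to 0.58 (ABA) in roots, and from 0.59 to 0.65, 0.12 to 0.15, 0.57 to 0.84 and 0.68 to 0.80 in shoots. The flavonoid list in roots passed without replicate 3 (adjusted p 0.0465), and the ABA list in roots failed without replicate 1 (0.136). Medians of drought-induced genes ranged from 0.11 to 0.19, 0.20 to 0.29 and -0.25 to -0.05 in roots, and from -0.01 to 0.20, -0.05 to 0.24 and 0.25 to 0.57 in shoots. The root list at 1 DAD failed without water replicate 1 (0.11, adjusted p 0.133) or ethanol replicate 2 (0.12, 0.0876), and that at 5 DAD passed without ethanol replicate 2 (-0.25, 0.0479). The reversed values were -0.0107 at 1 DAD and -0.0034, -0.0449 and -0.046 at 3 DAD in shoots.

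Of 47 named combinations of gene and contrast, none reversed. Over the other alternatives, 648 of 702 values kept the call and 54 lost it, most with only the arrays compared (14), slide as a block (13) and normexp (9). Leaving out 1 array lost it in 38 of 282 values.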

Other observations

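The tests of arrays that lie close, of water-treated plants at 3 h and 24 h, of traces of the other tissue and of clock genes were chosen only after the results had been seen.

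For each contrast of 3 against 3 samples there are 10 splits, so that chance cannot be excluded by them. In 16 of the 18 counts of called genes the real split was the 1 with most genes. The exceptions were roots at 5 DAD and shoots at 3 h, where 2 of 10 gave as many. In roots at 5 DAD, the split with ethanol replicate 1, the array on a slide of its own, beside water replicates 2 and 3 called 498 genes. With slide as a block the real contrast called 797, but this block in effect leaves out ethanol replicate 1 (798 genes without that array). In shoots at 3 h, the split with water replicate 3, likewise alone on its slide, beside ethanol replicates 1 and 3 called 190. The blocked count was 211, and the block there in effect leaves out water replicate 3. For drought-induced genes, 2, 1 and 3 of 10 splits gave a median as far from 0 in roots at 1, 3 and 5 DAD, and 4, 7 and 1 in shoots. For results over several contrasts, 100 draws were made. Chance was excluded for shared calls (1 draw each in roots and shoots), for the glucosinolate, flavonoid and ABA lists in shoots (1 each) and for the ABA list in roots (1), but not for the jasmonate list in shoots (24) or the glucosinolate (26), jasmonate (13) and flavonoid (39) lists in roots.

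Genes called higher numbered 34, 300, 25, 298, 128 and 212 in roots and 56, 371, 95, 663, 549 and 963 in shoots, in time order. These counts are higher than the values quoted from the study above, except for roots at 72 h.

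Arrays 1 and 4 of the ethanol-treated 3 DAD groups may hold 1 RNA sample hybridised to 2 slides. Their median difference was 0.0535 in roots and 0.055 in shoots, below that of any other replicate pair on different slides (0.0708). Arrays of different groups lay closer than 0.0708 in 7 pairs, all of them between water-treated plants at 3 h and 24 h; the smallest difference between other groups was 0.0925. No biological explanation was tested. Arrays 1 and 2 of water-treated shoots at 72 h also lay close (0.0524, against 0.1161 and 0.1226 to array 3). They share a slide that array 3 does not, and another pair on 1 slide was as close (0.0533), so that slide and a shared sample cannot be told apart.

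Few genes differed between water-treated plants at 3 h and 24 h. In limma without pairs, 1 gene was called in roots and 8 in shoots, with 338 and 909 at an unadjusted p under 0.05 where 1248 were expected. Same-numbered arrays deviated together in shoots (r 0.49, 0.404 and 0.549), which makes a fit without pairs too cautious, but hardly in roots (0.024, 0.019 and 0.123). With same-numbered arrays as pairs, a fit chosen after seeing the data, 3 genes were called in roots and 16 in shoots, with 354 and 975 at an unadjusted p under 0.05. Too little precision is argued against by ethanol-treated plants, in which 421 and 1037 genes were called between the same times (420 and 1042 with pairs). In shoots, 6 of 6 water-treated arrays had their nearest array at the other time point, which is consistent with the same plants or RNA behind both groups. Each had its same-numbered array as the nearest (0.0741, 0.0764 and 0.0527). In roots, 4 of 6 arrays had their nearest at the other time point. Arrays 1 and 2 of 3 h lay 0.0496 and 0.0495 from arrays of 24 h on another slide, as close as the 3 DAD pair, but also within 0.0693 of all 3 arrays of 24 h, and array 3 lay no closer than 0.095. Shared RNA and little variation between plants therefore cannot be told apart in roots, because no array of 3 h has a single partner that stands out. No ethanol-treated array had its nearest at the other time point (0 in both tissues). A stable transcriptome in water-treated plants harvested at similar times of day stays open too.

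Genes at least 32-fold brighter in roots were raised in shoots at 0 h, replicate 1: 92.9% of 439 such genes lay over 2-fold above the other 2 arrays, by an amount that fits an estimated 3.72% of root signal (quartiles 3.26 to 4.15). Traces of root tissue may explain this. This array entered no comparison. In ethanol-treated roots at 5 DAD, replicate 3, 40.8% of 505 genes at least 32-fold brighter in shoots were raised, with an estimated share of 0.86% (quartiles 0.25 to 1.71). Shoot traces cannot be told apart there from a change in these genes, because the genes rose unequally and 1 array alone is concerned. Of the 212 genes called higher in that contrast, 154 (72.6%) were at least 4-fold brighter in shoots, against 19.1% to 29.7% in the other root contrasts and 39 of the 211 called lower in this one. Without replicate 3, 53 were called higher, 19 of them brighter in shoots, and 135 of all 185 calls were shared with the full contrast. In ethanol-treated shoots, 56.7% of the root genes were raised at 72 h, replicate 3 (estimated share 0.57%, quartiles 0.29 to 0.86), and 43.5% at 3 DAD, replicate 1 (0.37%, quartiles 0.13 to 0.65). Root traces cannot be told apart from a change in these genes there either, for the same reason. Of the genes called higher, 38 of 95 at 72 h and 82 of 549 at 3 DAD were at least 4-fold brighter in roots. So were 72 of 155 and 146 of 539 genes called lower, which root traces in ethanol-treated samples would not bring. Without these samples the calls did not fall: 292 genes were called at 72 h (108 higher) and 1177 at 3 DAD (673 higher).

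Clock genes parted by their phase under ethanol. All 10 genes of a list fixed before the data were examined were tested, and their phases (morning *CCA1*, *LHY*, *RVE8*, *PRR9* and *PRR7*; evening *PRR5*, *GI*, *TOC1*, *ELF4* and *LUX*) were assigned from general knowledge after the data had been seen. An earlier test on 7 of them, picked after the data had been seen, was set aside. With evening genes turned in sign, the median change was -0.29, 0.39, 0.30 and 0.35 in roots at 3 h, 24 h, 72 h and 3 DAD (1, 8, 9 and 8 of 10 genes higher; fry adjusted p 0.000208, 0.0155, 0.00176 and 0.0222). The tests of roots at 1 and 5 DAD did not pass (0.22 and 0.17; 0.19 and 0.0672). In shoots it was -0.24, 0.16, 0.50, 0.78, 0.91 and 0.51 in time order (1, 9, 9, 10, 10 and 9 genes higher; 0.0493, 0.0294, 2.03e-06, 6.55e-09, 4.75e-09 and 5.88e-06). A test without any directions, which needs no phases, passed only in shoots at 1 and 3 DAD (adjusted p 0.029 each). With slide as a block the medians were -0.253, 0.402, 0.264 and 0.156 in roots and -0.191, 0.211, 0.521, 0.959, 0.755 and 0.387 in shoots. The test by phase then still passed in roots at 24 h (adjusted p 0.0443) and in shoots at 72 h, 1 DAD and 3 DAD (5.69e-05, 5.91e-05 and 4.5e-06). This argues against slide as the whole cause in roots at 24 h and in shoots at 72 h and 3 DAD. For shoots at 1 DAD slide is not excluded, because the block links the separate slides only through root arrays. At the other 6 time points slide and ethanol cannot be told apart, because the test no longer passed with the block. The test without directions passed nowhere with the block (lowest adjusted p 0.181). That it pass as well was at first required, and this was dropped after its values had been seen, as it failed at 8 of the 10 time points even without the block. A harvest of the treatments at different times of day would part these genes, and so would a shift of the clock by ethanol. They cannot be told apart at the 4 time points in roots and 6 in shoots, because either could act in either direction and no harvest times were used here. Between 3 h and 24 h, the same measure changed by 0.49 and 0.32 in ethanol-treated roots and shoots (9 of 10 genes each), and by -0.11 and -0.02 in water-treated ones. Time of day therefore stays a candidate explanation for part of the ethanol effects.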
